A study of Homo sapiens with 10 samples.

How the data were processed

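The series measured where the proteins SMARCB1 and BRD9 sit on chromatin by CUT&RUN, in which an antibody directs a nuclease to cut and release the DNA around its target for sequencing. The cells were G401, a rhabdoid tumour line that the labels describe as lacking SMARCB1, in which doxycycline switched on either SMARCB1 or green fluorescent protein (GFP) as the control. SMARCB1 is a core subunit of the SWI/SNF chromatin remodellers. BRD9 is a bromodomain subunit of the SWI/SNF form that does not contain SMARCB1. Of the 10 samples in the series, 8 had a peak list that was used here: 2 for SMARCB1 after SMARCB1 induction, 3 for BRD9 after GFP induction and 3 for BRD9 after SMARCB1 induction. The 2 other samples, SMARCB1 after GFP induction and an IgG control after SMARCB1 induction, were not analysed here. Groups and replicate numbers were taken from the sample titles.

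Each deposited file is a peak list of 1 sample, so peaks were called per sample and not on pooled replicates. A list has 18 columns, and gives for each peak its position, the raw read counts of the sample and of a control library, as deposited by the authors. It also gives the same values as RPKM, reads per kilobase of peak and M reads of the library, per the file headers and a recomputation from the deposited counts. The log2 fold difference deposited by the authors equals the log2 ratio of the sample and control counts, each raised by 1. The score used to rank peaks is the authors' −log10 of the false discovery rate, whose lowest value in the lists was between 3.98 and 4.00. The aligner and the peak caller are not named in the labels or the file headers. The SMARCB1 lists are on the human build hg19. The BRD9 lists name no build, but they hold unplaced and patch sequences of that build and their chromosome ends fit it. No control library is named in the lists. Before the data were examined, the SMARCB1 peaks were taken as called against the control induction, which the lists do not show. If so, SMARCB1 regions are sites with more reads than in GFP-induced cells.

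Library sizes were recovered from the ratio of read counts to RPKM, which was constant within a list to a relative deviation of 3.37e-08. The control library had 23.1 M reads in each of the 6 BRD9 lists and 49.6 M in both SMARCB1 lists, so lists of 1 protein share their control. Sharing a control can raise the overlap between lists of 1 protein. It applies to every pair of BRD9 lists, within and between groups alike.

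Intervals counted as overlapping when they shared at least 1 bp. SMARCB1 regions were the unions of overlapping SMARCB1 peaks that held a peak of both replicates. BRD9 regions were the unions of overlapping peaks over the 6 BRD9 lists. A region was called gained when 3 of 3 lists of SMARCB1-induced cells and 0 of 3 lists of GFP-induced cells held a peak in it, and lost in the opposite case. Similarity of a pair of lists was the Jaccard index, the base pairs covered by both lists divided by those covered by either. Peak number and covered length were compared as the difference between groups in the mean of the log2 values per list. Those 2 measures and 2 overlap shares were compared with two-sided exact permutation tests of 3 lists against 3, whose smallest possible p is 0.1, and were adjusted by the Benjamini-Hochberg method over the 4 tests. Gained and lost regions were compared with Fisher's exact test over regions. Regions are not independent replicates, so the same counts were also made for all 10 splits of the 6 lists into groups of 3. Chance overlap was measured with 100 circular shifts of the SMARCB1 regions along each chromosome. Binomial intervals are 95% Wilson intervals, which cover counting error only.

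Named regions were the 5 SMARCB1 regions called in both replicates, the 5 gained and the 5 lost BRD9 regions with the highest mean rank by score in the lists holding them. This rule was set before the data were examined, but it also asked for a single region per annotated gene and for the SMARCB1 gene. Those parts were not applied, because gene annotation was not used, so named regions can lie close together. The choices of test, groups and most alternatives were also set before the data were examined. The alternatives were the upper part of each list by score, numbered chromosomes and X only, equal numbers of top peaks, a stricter overlap, merging of regions within 500 bp, other SMARCB1 reference sets, leaving out each replicate, and a replicate block. Rules that ask for a call in at least 2 or at least 1 list of 3 were added after seeing the data. Gene annotation of build hg19 was not used here, so promoter shares, the SMARCB1 locus and gene names are not reported. Read signal over common regions was not analysed, because each list gives reads only at its own peaks.

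The code was tested on simulated lists, in which 2000 of 2000 planted gained and lost regions were recovered. Each of these regions stood apart from the others and was placed in every list of its group. The simulation therefore tested the counting and not recovery when calls are missed. The code was also checked against 3 brute-force counts, of which 0 differed. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.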

Results

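CUT&RUN peak lists of SMARCB1 and BRD9 were compared in G401 cells, a rhabdoid tumour line in which doxycycline induced either SMARCB1 or GFP. The 8 lists comprised 2 replicates of SMARCB1 after SMARCB1 induction, 3 of BRD9 after GFP induction and 3 of BRD9 after SMARCB1 induction. The SMARCB1 libraries held 64.2 and 59.7 M reads. The BRD9 libraries were smaller, with 10.6, 12.1 and 10.2 M reads after GFP induction and 12.1, 10.1 and 13.9 M reads after SMARCB1 induction. A median BRD9 peak held 18 to 23 reads, against 55 and 53 reads in the SMARCB1 lists.

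The first question was where SMARCB1 was detected once it was expressed, and how well the replicates matched. Replicate 1 had 133297 peaks and replicate 2 had 161710 peaks. Peaks covered 149 Mb and 196 Mb and held 26.1% and 36.0% of the reads of their libraries, at a median density of 1.42 and 1.40 RPKM. The control library placed 6.94% and 9.0% of its reads in the same intervals. Of the replicate 1 peaks, 108170 (81.1%, 95% Wilson interval 80.9 to 81.4%) overlapped a peak of replicate 2. In the other direction 95304 peaks (58.9%, 58.7 to 59.2%) overlapped. Circular shifts of one list gave at most 12.2% and 9.93%. The first share moved most, to 89.3%, when the higher-scoring part of each list was taken, and the second, to 67.2%, with equal numbers of top peaks. A total of 87773 merged regions held a peak of both replicates, 49.0% of the 179306 merged regions. Their median width was 1225 bp and they covered 5.66% of the span of the chromosomes.

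By mean rank of the authors' score, the highest SMARCB1 region was on chromosome 22 from 18720776 to 18721820 in hg19. Its density was 9.28 ± 1.24 RPKM (SD, n = 2), and the control library was also dense there, at 5.54 and 6.50 RPKM over the 2 lists' intervals. The next regions were on chromosome 12 from 76512876 to 76520326, with 3.23 ± 0.0054 RPKM (SD, n = 2), and on chromosome 14 from 68603673 to 68616876, with 4.67 ± 0.683 RPKM (SD, n = 2). The remaining pair were on chromosome 7, from 84151451 to 84180376 and from 80347976 to 80541224. These had 4.72 ± 0.703 and 3.52 ± 0.481 RPKM (SD, n = 2). In the last 4 regions the mean control density was between 0.338 and 0.496 RPKM.

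The second question was whether inducing SMARCB1 changed the number or extent of BRD9 peaks. The lists of GFP-induced cells had 45673, 35252 and 38825 peaks, and those of SMARCB1-induced cells had 46448, 39949 and 42285. The mean was 39917 ± 5296 (SD, n = 3) and 42894 ± 3292 (SD, n = 3), and the difference in mean log2 number was 0.11. Single lists moved it, to 0.024 without GFP replicate 2, 0.050 without SMARCB1 replicate 1 and 0.21 without GFP replicate 1. The difference was smaller than the spread between replicates, taken as unpaired (two-sided exact permutation test, p = 0.4, adjusted p = 0.5). Covered length was 30.1 ± 6.60 Mb and 33.8 ± 3.74 Mb (SD, n = 3 each). The difference in mean log2 length was 0.18, which was also within the spread (exact permutation test, p = 0.5, adjusted p = 0.5). Without GFP replicate 2 the log2 difference in covered length was -0.0025. Peaks held 15.2 ± 1.89% and 16.0 ± 1.37% of the sample reads (SD, n = 3 each).

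The lists differed in which base pairs they covered. Pairs of lists of the same group had a mean Jaccard index of 0.358, and pairs of different groups had 0.220. All 9 pairs between groups were between 0.187 and 0.242, below the 6 pairs within groups, which were between 0.264 and 0.428. Lists of SMARCB1-induced cells resembled each other more (mean 0.411) than lists of GFP-induced cells did (mean 0.304). The difference of 0.138 between the within-group and between-group means was 0.180 when GFP replicate 2 was left out, the alternative that moved it most.

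**Figure D1:**
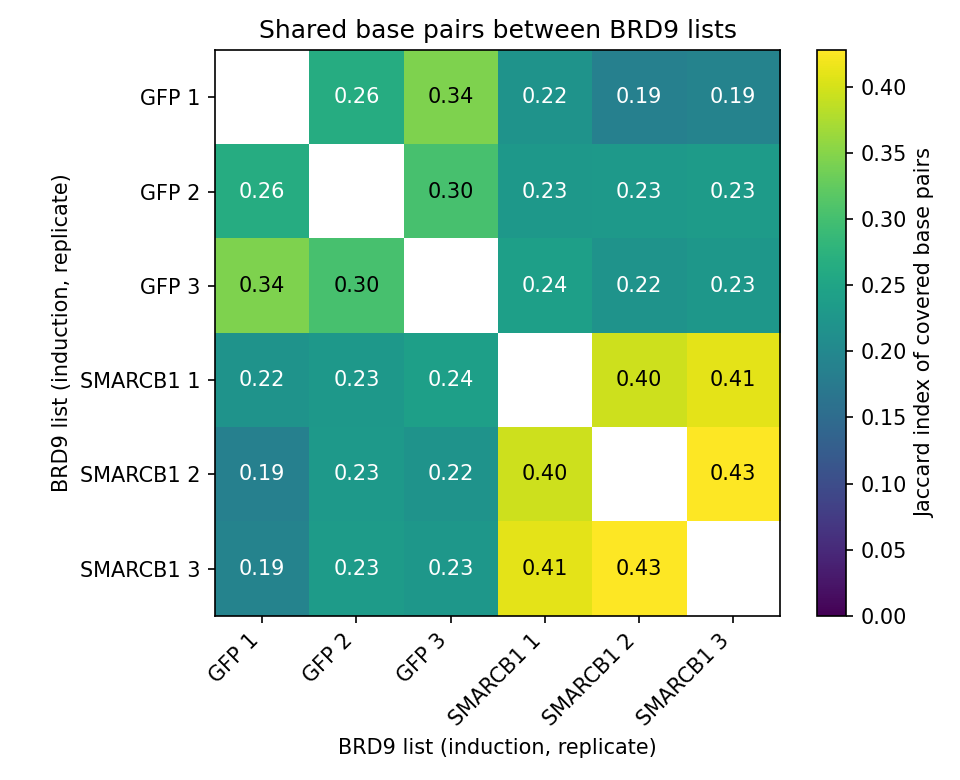
Jaccard index of the base pairs covered by each pair of BRD9 lists, with the 3 lists of GFP-induced and the 3 of SMARCB1-induced cells on both axes and the index as colour and number. Pairs within a group lie between 0.264 and 0.428, above the highest pair between groups, 0.242.

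The third question was how BRD9 peaks lay relative to SMARCB1 regions with and without SMARCB1. In GFP-induced cells 20.5%, 41.7% and 29.4% of BRD9 peaks overlapped a SMARCB1 region. In SMARCB1-induced cells the shares were 57.1%, 65.3% and 65.1%. The means were 30.5 ± 10.7% and 62.5 ± 4.65% (SD, n = 3 each), a difference of 32.0 points. The 3 lists of induced cells all lay above the 3 of control cells, which is the smallest p the design allows (two-sided exact permutation test, p = 0.1, adjusted p = 0.2). Shifted SMARCB1 regions gave means of 7.28 to 7.77% and at most 9.36%, below the share in each of the 6 lists. The alternative that moved the difference most left out GFP replicate 2, which gave 37.6 points.

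In absolute numbers, peaks at SMARCB1 regions rose from 11821 ± 2696 to 26709 ± 736 per list (SD, n = 3 each). Peaks outside SMARCB1 regions fell from 28096 ± 7906 to 16185 ± 3262 (SD, n = 3 each). Both differences had no overlap between groups (exact permutation test, p = 0.1, adjusted p = 0.117 over 7 comparisons chosen after the data were seen). Of the SMARCB1 regions, 9.38 ± 2.11% held a BRD9 peak in GFP-induced cells and 22.1 ± 0.506% in SMARCB1-induced cells (SD, n = 3 each). This difference of 12.7 points again reached the smallest p possible (exact permutation test, p = 0.1, adjusted p = 0.2). It was 30.2 points when all 8 lists were reduced to the same number of top peaks, and 6.11 points when SMARCB1 peaks of either replicate were the reference.

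**Figure D2:**
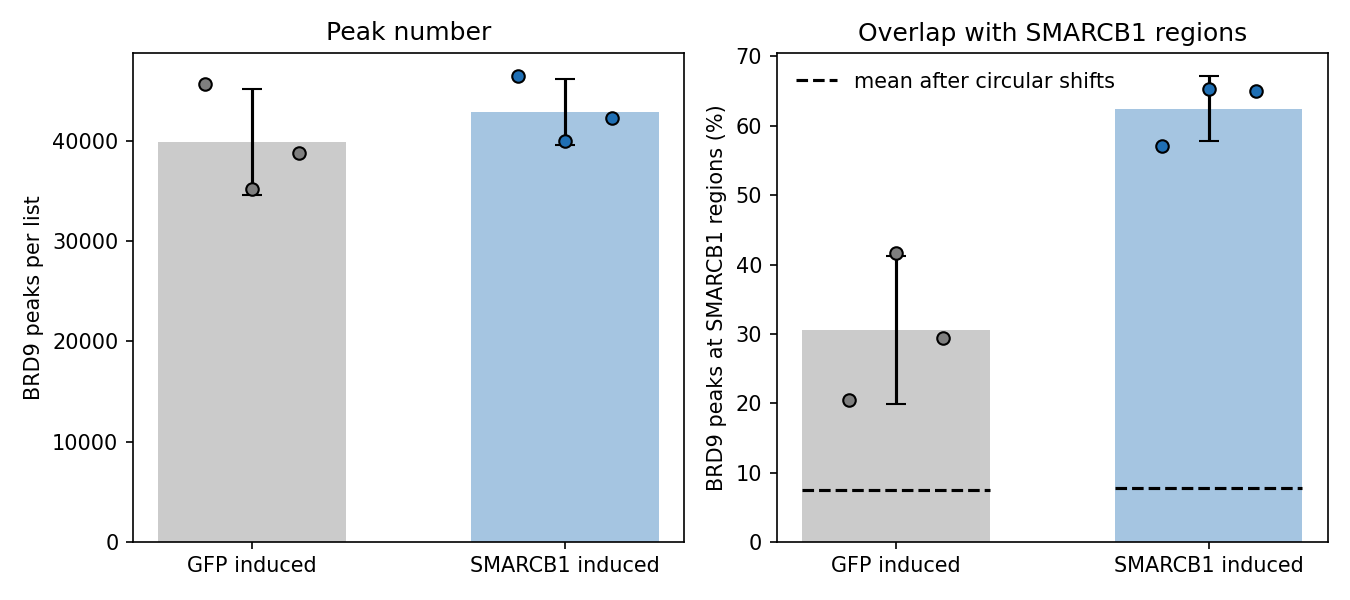
Number of BRD9 peaks per list (left) and percent of BRD9 peaks that overlap a SMARCB1 region (right), by induced protein; points are lists, bars are means, error bars are SD (n = 3) and dashed lines are the mean after 100 circular shifts. Peak numbers overlap between the groups, and the shares after SMARCB1 induction (57.1% and above) exceed those after GFP induction (41.7% and below).

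Region by region, the 6 BRD9 lists merged into 119939 regions, of which 75454 (62.9%) had a peak in 1 list alone and 5598 in all 6. There were 8217 gained regions, with a peak in 3 of 3 lists of SMARCB1-induced cells and 0 of 3 of GFP-induced cells, and 1246 lost regions. Both counts moved with the number of lists required. A call in at least 1 list of 3 gave 46070 gained and 51361 lost regions, so the excess of gained regions held for calls in 3 or at least 2 of 3 lists but not for this rule, which was added after seeing the data. The lost count also rested on the lists of GFP-induced cells. It was 2501 without replicate 1, 4482 without replicate 2 and 2704 without replicate 3, when a call in both remaining lists was enough. Of the 9461 regions called in 3 of 3 lists of GFP-induced cells, 8215 (86.8%) had a peak in at least 1 list of SMARCB1-induced cells. Of the 17040 regions called in 3 of 3 lists of SMARCB1-induced cells, 8823 (51.8%) had one in at least 1 list of GFP-induced cells.

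Of the gained regions, 7880 (95.9%, 95% Wilson interval 95.4 to 96.3%) overlapped a SMARCB1 region. The same held for 354 lost regions (28.4%, 26.0 to 31.0%) and for 59.6% (58.4 to 60.9%) of the regions called in all 6 lists. The lost share was 15.3% without GFP replicate 2 and 15.2% with equal numbers of top peaks, where the gained share was 95.8% and 86.6%. When a call in at least 1 list of 3 was enough, the shares were 59.2% of gained and 13.6% of lost regions. Circular shifts gave at most 11.6% for gained, 11.7% for lost and 13.4% for shared regions. The odds ratio of gained against lost regions was 58.9, and it was between 9.18 and 125 in the alternatives. Gained and lost regions had similar median widths of 1082 and 1203 bp, and regions in all 6 lists were wider, at 2423 bp.

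**Figure D3:**
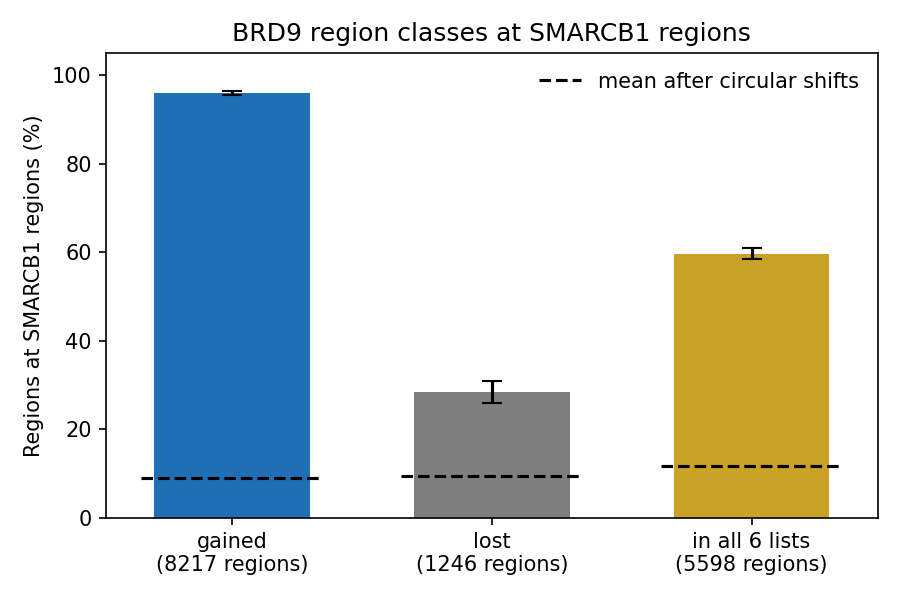
Percent of gained (8217), lost (1246) and shared (5598) BRD9 regions that overlap a SMARCB1 region; error bars are 95% Wilson intervals over regions and dashed lines are the mean after 100 circular shifts. Gained regions reach 95.9%, lost regions 28.4% and shared regions 59.6%.

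The 5 highest gained regions all lay on the patch sequence JH636052.4, which had 131, 113 and 122 peaks in the lists of SMARCB1-induced cells and 0 in each list of GFP-induced cells. The highest ran from 5219 to 11302 with 51.7 ± 3.21 RPKM (SD, n = 3). The others ran from 1 to 4839, from 75751 to 80376, from 67976 to 72476 and from 50942 to 57476, with means between 30.9 and 62.5 RPKM. The control library was dense there as well, with means of 10.6 to 23.2 RPKM, against 0.323 RPKM for an even spread over the genome. None of the 5 overlapped a SMARCB1 region, since the SMARCB1 lists hold 0 peaks on such sequences.

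On chromosomes there were 8073 gained regions. The 5 highest of these, a set added after the values were seen, all overlapped a SMARCB1 region. They were on chromosome 3 from 171587576 to 171595415 (10.04 ± 0.725 RPKM), on chromosome 10 from 3893351 to 3896730 (9.29 ± 0.829 RPKM) and on chromosome 6 from 11683101 to 11688814 (5.44 ± 0.317 RPKM). The other pair were on chromosome 10 from 17255549 to 17259371 (7.32 ± 0.541 RPKM) and on chromosome 7 from 22616515 to 22618866 (11.7 ± 0.941 RPKM; SD, n = 3 for each). Their mean control densities were between 0.666 and 1.49 RPKM.

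The highest lost region was on chromosome 10 from 54367550 to 54370601, with 9.22 ± 3.45 RPKM in the lists of GFP-induced cells (SD, n = 3). A second one lay nearby, from 54442061 to 54445451, with 6.27 ± 1.86 RPKM (SD, n = 3). Neither overlapped a SMARCB1 region, and nor did the one on chromosome 6 from 112617201 to 112620776 (6.97 ± 1.99 RPKM; SD, n = 3). Those on chromosome 8, from 132903276 to 132909983 and from 127622991 to 127624751, did overlap one, with 5.57 ± 0.879 and 7.10 ± 1.56 RPKM (SD, n = 3 each). Mean control densities in the 5 lost regions were between 0.320 and 0.572 RPKM.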

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

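Of 111 recomputed values, 5 could not change by construction: the ratio of peak numbers when each list is cut at its median score, and 4 differences of group means under the replicate block. Of the other 106, 88 kept their direction and their side of the threshold or stayed within their spread, 17 moved and 1 reversed. With 3 lists against 3 no permutation test could pass 0.05, so for those tests only the direction is informative. The log2 difference in covered length reversed without GFP replicate 2, to -0.0025. Over the 6 fits that each left out one BRD9 list it ran from -0.0025 to 0.32. The log2 difference in peak number ran from 0.024, also without GFP replicate 2, to 0.21 without GFP replicate 1. GFP replicate 2 covered 22.9 Mb, the least of the 6 lists.

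The difference in the share of BRD9 peaks at SMARCB1 regions stayed between 26.9 and 37.6 points in its 15 alternatives, and the share of SMARCB1 regions with BRD9 rose by 6.11 to 30.2 points. The similarity difference stayed between 0.106 and 0.180. The odds ratio stayed above 1, from 9.18 to 125.

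The counts of gained and lost regions moved widely, the lost count further than the gained count. The upper part of each list by score gave 5068 gained and 817 lost regions. Requiring a call in at least 2 of 3 lists gave 15138 and 6839, and at least 1 of 3 gave 46070 and 51361. Leaving out one BRD9 list at a time gave from 8442 to 11081 gained and from 1502 to 4482 lost regions; with fewer lists, fewer calls are required. The highest lost count came without GFP replicate 2, and its cause was not tested.

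Replicate numbers were shared between groups. Across regions, the calls of same-numbered lists hardly deviated together, with correlations of 0.010, 0.0069 and 0.0016. At the level of whole lists, however, the replicates ranked in the same order in both groups for peak number, covered length and the share of peaks at SMARCB1 regions, 3 of 4 related measures, where 1 of 6 orders would match by chance for each. In all 3 same-numbered pairs, peak number and covered length were higher after SMARCB1 induction. Whether the numbers mark shared batches was therefore not settled, and the unpaired tests treat the lists as independent. With a replicate block, exact sign-flip permutation tests gave p = 0.25 for the differences of 0.11 and 0.18 (log2 peak number and covered length) and of 32.0 and 12.7 points (both overlap shares), the smallest value 3 pairs allow. Under the block rule (the same direction in at least 2 of the 3 pairs and the opposite in none) there were 16678 gained and 8013 lost regions.

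The SMARCB1 replicate overlap, 81.1% and 58.9% of peaks, moved to 89.3% and 66.9% in the upper part of each list, to 77.0% and 55.5% with the stricter overlap, and to 77.6% and 67.2% with equal numbers of top peaks. Wilson intervals over this many peaks are narrow, so small changes exceed them. The cause was not tested.

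Not run were the promoter share, the SMARCB1 locus, the read signal over common regions, and leaving out a replicate for the overlap of the 2 SMARCB1 lists. With a median of 18 to 23 reads per BRD9 peak, a region without a call in a list is not shown to lack BRD9. Only stricter thresholds were tried, since the lists give no reads below the authors' threshold.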

Other observations

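Tests of chance position, of chromosome 19 peaks outside SMARCB1 regions, of SMARCB1 region width and of windows matched to the patch sequence were chosen before their results were seen. All others were chosen after.

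Gained BRD9 regions lay at SMARCB1 regions in 95.9% of cases and lost ones in 28.4%. The lost share was 15.3% without GFP replicate 2, and a call in at least 1 list of 3 gave 59.2% and 13.6%. Chance position is argued against, since 100 circular shifts gave at most 11.6% for gained regions. Width is argued against too, because among regions of 500 to 2000 bp the shares were 95.9% of gained and 28.9% of lost regions. Gained regions were narrower than lost ones with calls in 3 of 3 lists (ratio of medians 0.900). They were wider with calls in at least 2 lists (medians 866 against 792 bp) and at least 1 list (465 against 390 bp). A control library that removed SMARCB1 calls wherever it has reads, for example one from GFP-induced cells, could also lower the share. Among regions of 500 to 2000 bp called in all 6 lists the share was 67.6% (65.7 to 69.6%). This was above the 28.9% (26.2 to 31.7%) of lost regions and below the 95.9% of gained regions of that width. The density of the control library of the SMARCB1 lists at these regions was not measured, so this explanation was not decided. A wider opening of chromatin in induced cells, which untargeted cleavage would also pick up, may contribute. The BRD9 control library was 2.36 times as dense at gained as at lost regions (1.06 ± 0.028 against 0.448 ± 0.028 RPKM, SD over 3 lists' intervals). At regions called in all 6 lists its density was 1.28 to 1.61 RPKM over the lists' intervals. High control density was therefore not particular to gained regions. The lists do not name the control cells, so opening and recruitment of BRD9 cannot be told apart. Of the 10 splits of the 6 BRD9 lists, 2 gave an odds ratio as far from 1. The other split, GFP replicates 1 and 3 with SMARCB1 replicate 1 against the rest, gave 70.1, but from 714 and 249 regions. That split does not follow a batch given in the labels. A recruitment of BRD9 to SMARCB1 sites remains a hypothesis, untested here beyond position.

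More regions were gained (8217) than lost (1246). Of the 10 splits, 1, the real one, gave as many regions private to a side, and the highest count in the others was 714. For the smaller side the count was also 1 of 10, with 281 as the highest in the others. For list similarity it was 1 of 10, with 0.0136 as the highest difference elsewhere. With 10 splits the share cannot fall below 0.1. A candidate explanation for the excess is that the lists of GFP-induced cells matched each other less (mean Jaccard index 0.304 against 0.411). The ratio of gained to lost regions fell from 6.59 with 3 of 3 lists to 2.21 with at least 2, and to 0.897 when 1 list was enough. The excess of gained regions could therefore reflect how well lists repeat, and not more sites. Single-list calls include more chance peaks, so a true excess is not excluded.

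Stronger SMARCB1 regions held BRD9 more often. Across quintiles of SMARCB1 regions by score, the share with a BRD9 peak in SMARCB1-induced cells rose from 3.41 ± 0.364% in the weakest to 63.6 ± 0.219% in the strongest (SD, n = 3). In GFP-induced cells it rose from 2.89 ± 0.398% to 21.4 ± 4.19% (SD, n = 3). Strong regions were wider, with a median of 3225 bp against 675 bp. Among regions of 500 to 1000 bp the difference between the strongest and weakest quintile was 25.3 ± 2.12 points in SMARCB1-induced cells and 14.0 ± 8.80 points in GFP-induced cells (SD, n = 3 each), against 60.2 and 18.5 points at all widths. This width range held 422 regions of the strongest quintile, of 17555, and 10810 of the weakest. Their median widths still differed, at 900 and 675 bp. Width as the whole reason is argued against for these regions, and it may account for part. A link between SMARCB1 strength and BRD9 stays open as a hypothesis.

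BRD9 peaks on chromosome 19 became fewer. The share of peaks there was 9.20 ± 0.512% in GFP-induced and 5.01 ± 0.272% in SMARCB1-induced cells (SD, n = 3 each), the largest change in points among 24 chromosomes (exact permutation test, p = 0.1, adjusted p = 0.2). The chromosome held 14.1% of lost and 1.24% of gained regions. It also held 12.7% of the regions called in 3 of 3 lists of GFP-induced cells. Among those of them with a peak in at least 1 list of SMARCB1-induced cells it held 12.5%, and among regions in all 6 lists 10.4%. Lost regions by the 3 of 3 rule were therefore only slightly more frequent there than the regions they were drawn from. Dilution of the share alone, by peaks gained elsewhere, is argued against. The number itself fell from 3653 ± 275 to 2154 ± 269 (SD, n = 3 each), a ratio of 0.590. A fall in number cannot tell whether reads drawn to peaks elsewhere left weak peaks uncalled, and this was not tested. A general loss of peaks outside SMARCB1 regions is argued against as the whole reason. Among such peaks the share on chromosome 19 still fell by 2.45 points, from 10.3 ± 1.19% to 7.82 ± 0.167% (SD, n = 3 each), with no overlap between groups. The fall was uneven, with a ratio of 0.451 from 50 to 55 Mb and 1.01 from 25 to 30 Mb. A loss of BRD9 from sites particular to this chromosome is a possible explanation that was not tested, because gene annotation of this build was not used here.

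Sequences outside the numbered chromosomes, X and Y held 1478 to 1756 peaks per BRD9 list and 9.77 to 11.3% of the reads in peaks. Sample density there was 3.47 ± 0.528 times control density, against 5.28 ± 1.18 times at peaks on chromosomes (SD over 6 lists). Both ratios were lower after SMARCB1 induction, without overlap between groups. The first was 3.56 to 4.25 after GFP and 2.83 to 3.15 after SMARCB1 induction, and the second 5.27 to 7.09 and 3.95 to 4.73. The control library was 3.18 ± 0.288 times as dense at peaks outside the chromosomes as at peaks on chromosomes (SD over 6 lists). This is consistent with repeats, collapsed in the reference, that draw reads in every library. No biological explanation was tested.

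On the patch sequence JH636052.4 the lists of SMARCB1-induced cells had 366 peaks, of which 0% overlapped a peak of GFP-induced cells. These peaks were pooled over 3 lists, so they are not independent and no interval is given. Among 111 chromosome windows of the same length with as many such peaks the lowest share was 5.46% and the median 40.8%. On the patch sequence 88.2 to 90.3% of the reads in such peaks, and 35 to 38 peaks per list, lay in the first 100 kb. The windows were not matched for this concentration. Of 55 unplaced or patch sequences with at least 20 such peaks, 3 had no overlap, this one included. Such gaps over a whole sequence may mean that reads were placed on it in 1 group alone, for example by a different reference, and this is a candidate source of the 71 gained regions there. More copies of the sequence in induced cells are another. Sample density was 3.03 ± 0.173 times control density (SD, n = 3), where extra copies alone would give a ratio near 1 if the control came from the same cells. Since the lists do not name those cells, extra copies cannot be told apart from a gain of BRD9. Without sequences other than numbered chromosomes and X, 8049 gained regions were counted.

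The control library itself marked the groups. It placed 2.61 ± 0.069% of its reads in the peaks of GFP-induced cells and 3.82 ± 0.095% in those of SMARCB1-induced cells (SD, n = 3 each), over 30.1 and 33.8 Mb (exact permutation test, p = 0.1, adjusted p = 0.117 over 7 comparisons). The same library was used for all 6 lists, so this compares positions and not libraries.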
